A study of Mus musculus with 11 samples. Its data were reported in "The anti-tumorigenic activity of A2M—A lesson from the naked mole-rat" (2017).

How the data were processed

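Liver RNA of 11 male athymic nude mice was examined, 5 treated with PBS and 6 with A2M. Per the study's methods the mice bore human tumour xenografts and received A2M by repeated intraperitoneal injection. A2M here means the activated form of human A2M, a large plasma protease inhibitor that is cleared by the liver through the receptor LRP1. The labels give the treatment of each sample and a sample number, and no time of day, date or sequencing batch. The 5 PBS livers carry the numbers 123 to 127 and the A2M livers the numbers 128 to 132 and 112. The replicate numbers used below are names in the order of deposit and pair no samples.

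The authors prepared libraries from total RNA with a TruSeq RNA v2 kit, which does not keep the strand, and sequenced single reads on an Illumina HiSeq. According to the methods and the submitters' processing notes, reads were extracted with bcl2fastq 1.8.4, mapped to the mouse genome mm10 with TopHat2 and counted per RefSeq gene with featureCounts. The authors deposited 3 tables of 24063 genes with 1 column per library. The deposited read counts are whole numbers and were not normalized. The deposited RPM values are the counts scaled to an equal total in each library, and a check found that they match the counts scaled in this way within a tolerance of 1e-06. The deposited RPKM values were made by the authors from the exon lengths of featureCounts. Reads that overlap 2 genes on opposite strands cannot be told apart in such a library. Exons of Arntl, Cdkn1a, Ngef, Pzp, Slc5a6 and Usp2 overlap exons of another gene on the opposite strand in the GENCODE annotation, and Slc45a3 shares 395 bases of exon with a transcript on its own strand. The neighbours Tubb2a and Tubb2b, and the members of the Cyp4a, Cyp2c, Cyp3a and Mug families, are close in sequence, so their counts are uncertain where reads could fit more than 1 copy.

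Totals of counted reads ran from 31513210 to 46381692 in PBS livers and from 23545121 to 37357134 in A2M livers. The 10 most abundant genes held from 16.6 to 19.7% of the counts. No pair of libraries agreed within sampling noise: the smallest chi-square per degree of freedom between any pair was 37.1. Each library was therefore counted as 1 replicate.

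The counts were tested with edgeR 4.0.16 (TMM normalization, filterByExpr by group, quasi-likelihood F-test) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of an adjusted p under 0.01, the cutoff of the study. The filter kept 12581 genes. Fold changes are A2M over PBS on the log2 scale with their standard error. Levels are the deposited RPKM as mean ± SD. For 40 gene lists written down beforehand, camera in limma 3.58.1 compared the members with all other genes, at the preset inter-gene correlation of 0.01, over the 37 lists with at least 3 members tested, with a threshold of an adjusted p under 0.05. Camera with an estimated correlation and fry were run beside it. Of 5 list genes not found under their current symbol, 4 were matched to an older one. A clock score was taken per library as the mean z of log2 CPM (prior count 2) over the dusk-phased clock list minus that over the dawn-phased one, and a score per marker list likewise; these were compared by a two-sided exact permutation test over all 462 splits of the libraries. Scores for lists of cell type markers were adjusted over the 8 marker lists tested. Similarity of libraries was measured by Spearman correlation.

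Genes were named by a fixed rule: the 10 largest increases and 10 largest decreases among genes past the threshold with a mean CPM of at least 1; Usp2, Cdkn1a, Wee1, Ciart, Per2, Per3 and Arntl, which the study discusses for liver; A2m, Pzp, Lrp1, Lrpap1, Cd44 and Itgb1; and up to 4 members of each list with the smallest p. Some genes that the rule picks are not reported here. The groups, the tests, the gene lists, this rule and the other settings below were set before the data were examined. The alternatives were RLE size factors, library totals alone, no low-count filter, robust dispersion, DESeq2 1.42.0, a rule close to that of the study (an edgeR exact test and DESeq2 both at an adjusted p of at most 0.01, where the study used edgeR and DESeq and its methods name a p-value), an adjusted p under 0.05, a minimum fold change, the clock score as a covariate, lists without clock members and the genes the study discusses for liver, scores without scaling or without those genes, and leaving out each library in turn. Leaving out PBS replicate 2 and A2M replicate 1 together was added after the data were seen, as were the lists of adrenal and fat genes and tests of the order of the sample numbers without A2M replicate 6.

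The tests were tried on simulated counts drawn from the means, dispersions and library sizes of these samples, with 200 changed genes. At the threshold used, 22.4% of genes changed 1.5-fold, 62.1% of those changed 2-fold and 91.5% of those changed 4-fold were recovered, with 1 false call among 12471 genes. In a second simulation 4 lists were shifted by 0.6 on the log2 scale, and camera with the preset correlation called all 4 and no unrelated list; the simulated genes varied independently of each other, which the genes of a real liver do not. Coordinates are from GENCODE on GRCm38, the build that mm10 names, 1-based. Python 3.11.15 with scipy 1.17.1 and matplotlib 3.10.9 was used for permutation tests and plots.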

Results

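RNA-seq profiles of 11 livers were compared to ask how treatment with A2M changes the liver transcriptome of tumour-bearing nude mice. The study describes the liver as the main source of this protein and as the site of its clearance. There were 5 PBS livers, with 31513210 to 46381692 counted reads each, and 6 A2M livers, with 23545121 to 37357134. Between 14966 and 16834 genes had at least 1 read in a library. The profiles were close to each other: the median Spearman correlation of log2 CPM was 0.980 over the 10 pairs of PBS livers, 0.981 over the 15 pairs of A2M livers and 0.976 over the 30 pairs that join a PBS and an A2M liver.

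Among genes past the threshold, the largest fold changes were those of the circadian clock genes Npas2 and Wee1 and of Cdkn1a, while 25 of the 27 lay outside the clock lists. Npas2, a partner of Arntl (also called Bmal1) in the positive limb of the clock, fell 22.2-fold, from 1.12 ± 0.915 RPKM (SD, n = 5) in PBS to 0.0472 ± 0.0228 RPKM (SD, n = 6) in A2M livers. Cdkn1a, which encodes the cell cycle inhibitor p21, fell 12.9-fold, from 10.9 ± 3.40 to 0.827 ± 0.711 RPKM. The study names Cdkn1a as its most lowered liver gene and does not mention Npas2, and the cause of this difference was not tested. Wee1, a kinase that holds back entry into mitosis and is driven by the clock, rose 7.79-fold, from 0.445 ± 0.167 to 3.43 ± 1.67 RPKM. In all, 27 of 12581 genes passed an adjusted p under 0.01 in edgeR's quasi-likelihood test, 10 higher and 17 lower in A2M livers, and in each of the 27 every A2M liver lay on one side of every PBS liver. Groups were separated in this way in 2.27% of all genes tested, against 0.433% by chance. A rule close to that of the study, with DESeq2 in place of DESeq and adjusted p from both tools, called 176 genes, 82 higher and 94 lower. DESeq2 alone called 284, and both sets included all 27. With library totals in place of TMM scaling 20 genes passed, 5 higher and 15 lower. The count was 6 without PBS replicate 3 or A2M replicate 3, 7 without PBS replicate 1 or 2, 8 without A2M replicate 2 or 5, 14 without A2M replicate 4, 17 without PBS replicate 4 or A2M replicate 1, 18 without PBS replicate 5 and 35 without A2M replicate 6. All genes called without PBS replicate 1, 2 or 3 or A2M replicate 3 were lower in A2M livers. Cdkn1a, Slc30a10, Slc45a3, Tubb2a and Tubb2b passed in each of those 11 fits, Wee1 in 7 and Npas2 in 3. The log2 fold change of Cdkn1a was -3.69, and -4.30 without A2M replicate 1.

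Other genes past the threshold were lower by smaller factors. G6pc, the glucose-6-phosphatase that releases glucose from hepatocytes, fell 5.16-fold, from 209.2 ± 103.2 RPKM in PBS (SD, n = 5) to 39.3 ± 16.0 RPKM in A2M livers (SD, n = 6). The tubulin genes Tubb2a and Tubb2b, neighbours on chromosome 13 (34074274 to 34078007 and 34126748 to 34130466, GRCm38) with similar sequences, both fell 3.71-fold, and their reads could be shared. Dnmt3b, a de novo DNA methyltransferase, fell 3.37-fold, Celsr1 2.82-fold, the transporter gene Slc45a3 2.80-fold and Pnrc1 2.79-fold. Slc30a10, an exporter of manganese, had a log2 fold change of -1.20 (edgeR adjusted p = 0.000554). The increases after Wee1 were smaller. Por, the reductase that supplies electrons to the cytochrome P450 enzymes, rose 2.58-fold, from 47.4 ± 7.51 to 122.2 ± 32.2 RPKM, and Slc5a6, a vitamin transporter, 2.43-fold. Slc43a1 rose 2.16-fold, Cyp4a32 2.03-fold, Narf 1.95-fold, Gpr146 1.89-fold, Ngef 1.81-fold, Rnf19b 1.61-fold and Mcl1, a survival factor of the BCL2 family, 1.46-fold. The fitted log2 fold changes of these genes are shown with their standard errors in the plot of named genes. Of the 11 fits that left out 1 library, Rnf19b passed in 5 and Narf and Slc43a1 in 3. G6pc, Dnmt3b, Pnrc1, Por and Ngef passed in 2, Celsr1, Slc5a6 and Cyp4a32 in 1, and Gpr146 and Mcl1 in none.

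**Figure D1:**
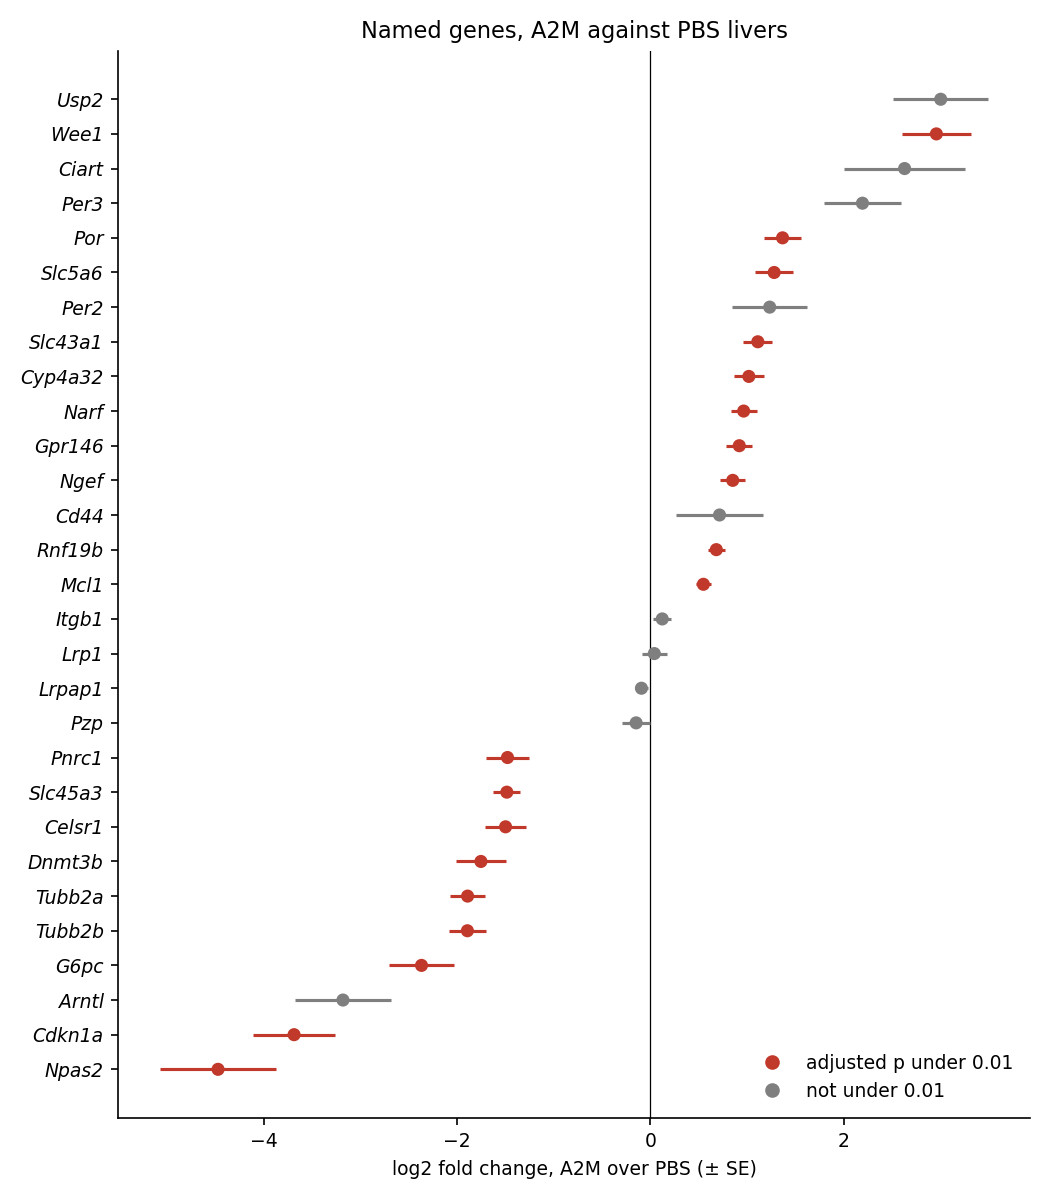
Log2 fold change of A2M over PBS livers (x axis, log2 units, bars ± SE) for genes with the largest changes past the threshold, the genes the study discusses for liver and genes tied to A2M, from edgeR on 5 PBS and 6 A2M libraries. Red points have an adjusted p under 0.01. Npas2 at -4.47 is the lowest, while Lrp1, Lrpap1, Itgb1 and Pzp lie near 0.

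The clock genes moved as 2 opposed groups. All 14 tested genes of the dusk-phased list, which peak late in the day, had a positive fold change, with a median of 1.49 on the log2 scale, and 6 of the 7 dawn-phased genes had a negative one, with a median of -0.55. Among the dusk genes 1 passed the threshold over all genes tested and 10 when adjusted over the list alone. Among the dawn genes 1 passed over all genes and 4 when adjusted over the list alone. Usp2, a deubiquitinase under clock control, had 1.11 ± 0.707 RPKM in PBS (SD, n = 5) and 8.90 ± 3.60 RPKM in A2M livers (SD, n = 6), an 8.03-fold difference with an edgeR adjusted p = 0.0134. Per3 had a log2 fold change of 2.20 (adjusted p = 0.0229), Nr1d2 of 1.06 (adjusted p = 0.0194), Ciart of 2.63 (adjusted p = 0.0636) and Per2 of 1.24 (adjusted p = 0.143) in the same edgeR test. On the dawn side Arntl was at 6.87 ± 2.90 RPKM in PBS and 0.734 ± 0.730 RPKM in A2M livers (log2 fold change -3.18, adjusted p = 0.0108), and Nfil3 had a log2 fold change of -1.76 (adjusted p = 0.0153), again by edgeR. Without A2M replicate 6 both Usp2 (log2 fold change 3.19, adjusted p = 0.00450) and Arntl (-3.92, adjusted p = 0.000497) passed the edgeR threshold, and Arntl also passed without the count filter (adjusted p = 0.00901). More of these genes passed by edgeR's exact test and DESeq2 together. The larger adjusted p of those tests was 4.52e-06 for Usp2, 1.27e-06 for Per3, 1.22e-05 for Nr1d2 and 0.00949 for Ciart. It was 6.51e-06 for Arntl and 9.96e-07 for Nfil3, while Per2, at 0.0208, did not pass. Camera called the dusk list higher (adjusted p = 7.11e-25) and the dawn list lower (adjusted p = 1.58e-07). The adjusted p was 0.0624 and 0.0935 with an estimated correlation, and 0.00939 and 0.0130 by fry, which asks whether the members move one way. The study lists Ciart, Dbp, Per2, Per3, Tef, Usp2 and Wee1 of the dusk list and Arntl of the dawn list as changed in these livers, so these counts are not independent evidence of their direction.

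The clock score, dusk minus dawn, was 1.05 ± 0.387 (SD, n = 6) in A2M and -1.26 ± 1.08 (SD, n = 5) in PBS livers, a difference of 2.30 with p = 0.0043 in a two-sided exact permutation test, the smallest p that these group sizes can give. The score holds genes that the study lists as changed in these same livers, so this test is not independent evidence. All 6 A2M livers, from 0.40 to 1.46, lay above all 5 PBS livers, from -2.57 to -0.08. With the clock score as a covariate 0 genes passed the edgeR threshold, 476 genes had an unadjusted p under 0.05 and the smallest adjusted p was 0.306. In the median over the 25 called genes outside the clock lists, standard errors grew 1.81-fold and log2 fold changes were 0.768 times those without the score. In that fit Cdkn1a kept a log2 fold change of -3.93 (SE 0.765) and Slc45a3 one of -1.46 (SE 0.263), while Npas2, itself a member of the score, went from -4.47 (SE 0.604) to -1.29 (SE 0.580). The labels give no time of day at which the livers were taken.

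**Figure D2:**
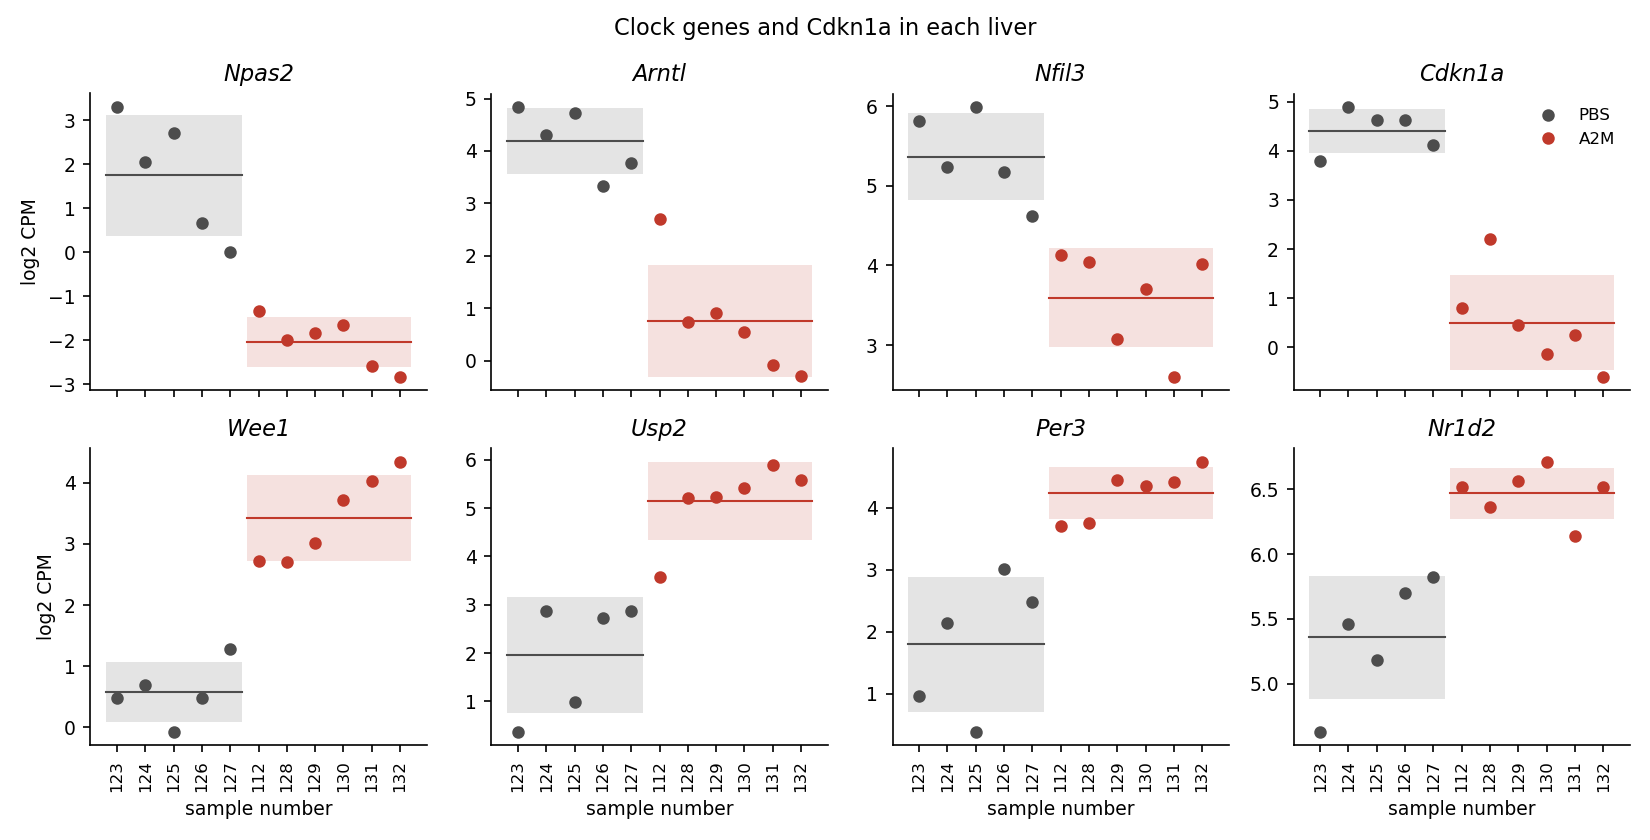
Log2 CPM (y axis) of 4 genes lower and 4 genes higher in A2M livers, 1 point per library, ordered on the x axis by group and then by the sample number in the labels. Lines are group means and bands ± 1 SD (5 PBS, 6 A2M). The highest A2M liver for Arntl is at 2.71 and the lowest PBS liver at 3.34, and A2M replicate 6, the first A2M liver on the axis, lies nearest to the PBS livers for Arntl and Usp2.

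Genes of heat shock proteins, the chaperones that refold damaged proteins, were higher together: all 16 had a positive fold change, with a median of 0.61 on the log2 scale. None passed the threshold over all genes by edgeR's quasi-likelihood test and 11 did when adjusted over the list alone. Hsp90aa1 was at 83.7 ± 5.77 RPKM in PBS (SD, n = 5) and 182.8 ± 63.1 RPKM in A2M livers (SD, n = 6), with an edgeR adjusted p = 0.0274. Hspa4l, Hsph1 and Hspb1 had log2 fold changes of 1.18, 1.03 and 1.83. Without A2M replicate 6, Hsp90aa1, Hspa4l and Hsph1 passed over all genes (edgeR adjusted p = 0.00310, 0.00733 and 0.00834). Hsp90aa1, Hspa4l, Hsph1 and Hspb1 passed over all genes by edgeR's exact test and DESeq2 together. The larger adjusted p of those tests was 3.27e-05, 5.5e-05, 7.62e-05 and 0.00256. Camera gave an adjusted p = 1.14e-17, against an adjusted p = 0.132 with an estimated correlation and 0.0308 by fry. The list score, a mean z over the members, was -0.46 in A2M replicate 6 and at least 0.21 in the other 5 A2M livers, against -1.07 to -0.56 in PBS livers.

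Camera called the lists of xenobiotic metabolism, PPAR-alpha target, fatty acid synthesis and pericentral genes higher, with smaller medians than that of the heat shock list, and none of these 4 calls held with an estimated correlation. Of 29 xenobiotic metabolism genes 24 had a positive fold change, with a median of 0.38. Por passed the threshold over all genes, and Por and Ugt1a1 (log2 fold change 0.84) did when adjusted over the list alone. Ugt1a1 passed over all genes without A2M replicate 1 (edgeR adjusted p = 0.000918), while Sult1d1 and Cyp2c37 had 0.72 and 0.78. Of 28 PPAR-alpha target and fatty acid oxidation genes 18 had a positive fold change (median 0.13). Cyp4a32 passed over all genes. Adjusted over the list alone 4 were higher and 1, Pdk4, was lower, with 7.20 ± 11.3 RPKM in PBS (SD, n = 5) and 0.693 ± 0.471 RPKM in A2M livers (SD, n = 6). The log2 fold change of Pdk4 was -3.27, and -1.65 without PBS replicate 2. The fatty acid synthesis list had a median of 0.21 with no gene past the threshold over all genes and 1, the desaturase gene Fads2 (log2 fold change 0.84), when adjusted over the list alone, and the pericentral hepatocyte list a median of 0.22 with none by either count. These 4 lists had camera adjusted p of 5.62e-08, 0.00484, 0.00772 and 0.0275. The study lists Por of the xenobiotic, Cyp4a31 and Pdk4 of the PPAR-alpha and Thrsp of the fatty acid synthesis list as changed in these livers. Those calls are thus not fully independent evidence. With an estimated correlation the adjusted p was 0.187 for xenobiotic metabolism, 0.797 for PPAR-alpha targets and for fatty acid synthesis, and 0.798 for pericentral genes. The fatty acid synthesis call ended without PBS replicate 1 or 3 (adjusted p = 0.0679 and 0.101), and the PPAR-alpha call without PBS replicate 1 or 5 (0.0791 and 0.0764). The pericentral call ended without PBS replicate 1, 2 or 5 (0.112, 0.183 and 0.0680) or A2M replicate 2 or 6 (0.0805 and 0.297).

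Cell cycle genes were higher and p53 target genes lower as lists. Of 25 cell cycle and proliferation genes 23 had a positive fold change (median 0.47, camera adjusted p = 3.64e-06, or adjusted p = 0.136 with an estimated correlation and 0.0308 by fry). None passed over all genes, and Ccne1, cyclin E1, did when adjusted over the list alone, with 0.841 ± 0.181 RPKM in PBS (SD, n = 5) and 2.23 ± 1.02 RPKM in A2M livers (SD, n = 6). Top2a and Cdc20 stayed under 1 RPKM in both groups. Of 22 p53 target genes 15 had a negative fold change (median -0.13, camera adjusted p = 0.0360, or adjusted p = 0.136 with an estimated correlation and 0.0130 by fry). Cdkn1a passed over all genes, and Cdkn1a and Trp53inp1 (log2 fold change -1.19) when adjusted over the list alone. Without clock members and genes the study discusses, Cdkn1a among them, the p53 list was no longer called (adjusted p = 0.435), nor was it without PBS replicate 3 (0.101), PBS replicate 5 (0.0852) or A2M replicate 2 (0.0927). Of 18 glucocorticoid-responsive genes 12 had a negative fold change (median -0.25, mean -0.06, camera adjusted p = 0.00473, or adjusted p = 0.392 with an estimated correlation). Cdkn1a and Pnrc1 passed over all genes and Tsc22d3, the gene of the glucocorticoid-induced leucine zipper, joined them when adjusted over the list alone. Without Cdkn1a and the clock members the adjusted p was 0.0646, with Pnrc1, which the study also lists as changed in these livers, still among the members. Of 11 female-biased liver genes tested 8 had a positive fold change (median 0.38, camera adjusted p = 0.00537). No member passed by either count, and the adjusted p was 0.102 with an estimated correlation and 0.0130 by fry. Cyp2c40 and Cyp2c69 had log2 fold changes of 0.31 and 0.29.

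**Figure D3:**
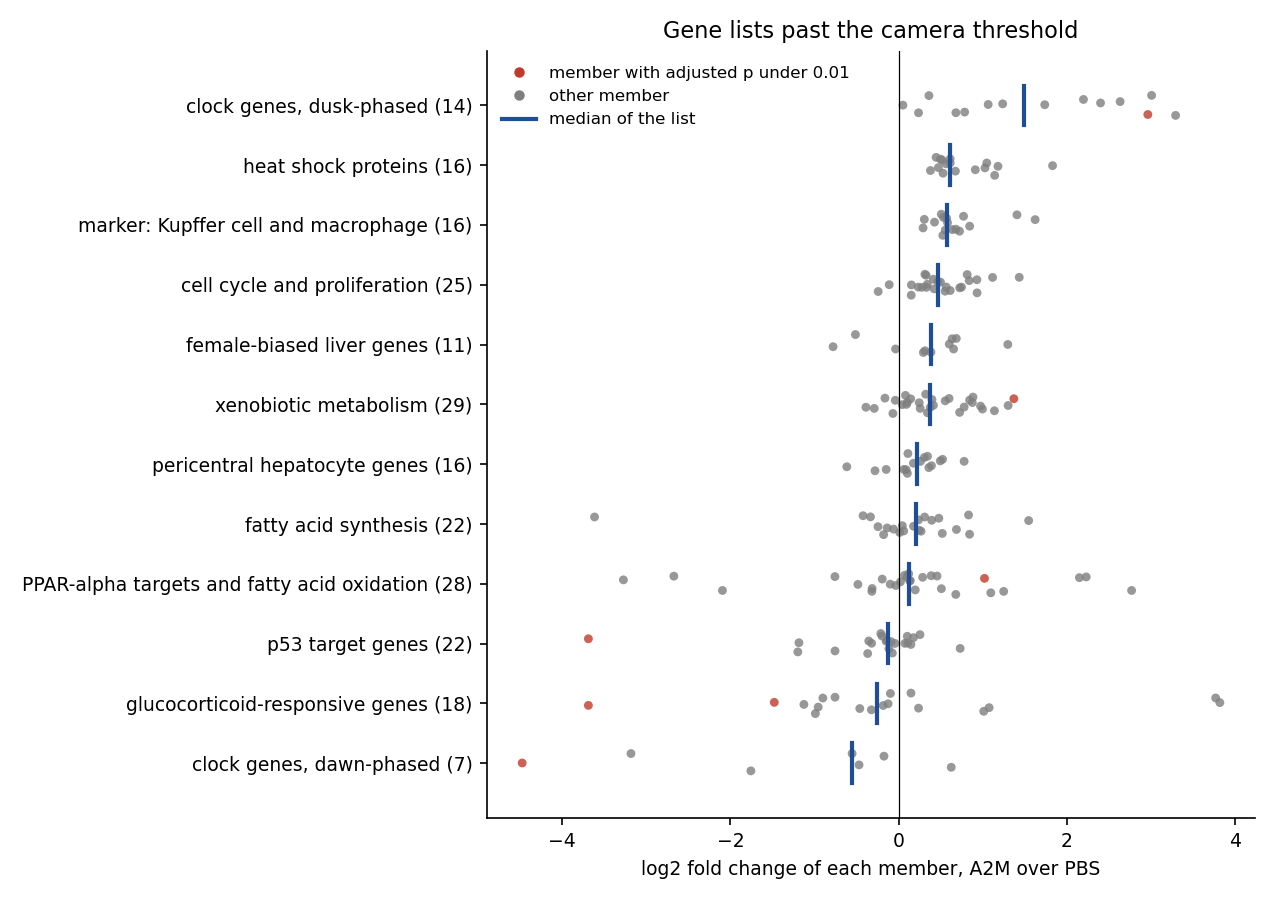
Log2 fold change (x axis, A2M over PBS) of each tested member of the 12 gene lists past the camera threshold, with the number of members in brackets. Blue bars are list medians and red points members with an adjusted p under 0.01. All 14 dusk-phased clock genes and all 16 heat shock genes lie above 0, while the PPAR-alpha and glucocorticoid lists spread to both sides.

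None of the genes of the A2M system itself passed the threshold. Mouse A2m, on chromosome 6 (121635376 to 121679227, GRCm38), was near the limit of detection, with 43 reads in the 5 PBS and 75 in the 6 A2M livers, 58 of them in A2M replicate 4. It was below the count filter, and without the filter its log2 fold change was 0.92 (SE 1.05, edgeR adjusted p = 0.717). The study, by contrast, reports a rise of mouse A2M mRNA and protein after A2M injection in livers of xenografted and Balb/c mice. It measured them by qRT-PCR and Western blotting. Those are other assays than RNA-seq, and the labels here give no time since the last injection. Pzp, the related protease inhibitor made by mouse liver, was abundant at 1043 ± 224.6 RPKM in PBS (SD, n = 5) and 925.9 ± 135.3 RPKM in A2M livers (SD, n = 6), with a log2 fold change of -0.15 (edgeR adjusted p = 0.712). The receptor gene Lrp1 was at 39.6 ± 7.90 and 40.2 ± 4.88 RPKM, and its chaperone Lrpap1 at 14.5 ± 0.976 and 13.5 ± 0.843 RPKM. Log2 fold changes were 0.72 (SE 0.450) for Cd44 and 0.12 (SE 0.0921) for Itgb1, with edgeR adjusted p of 0.507 and 0.587. Without A2M replicate 1 the log2 fold change of Cd44 was 0.27. The list of A2M and its receptor was not called (camera adjusted p = 0.401), and neither were adhesion and EMT genes (0.890) nor the PI3K-AKT (0.533), RAS-MAPK (0.890), TGF-beta-SMAD (0.780) and WNT (0.550) pathways. No member of these 6 lists passed over all genes by edgeR's quasi-likelihood test. Mapk14 had a log2 fold change of 0.59 and passed when adjusted over the list alone (adjusted p = 0.00689), and over all genes without A2M replicate 6 (edgeR adjusted p = 0.00834). By edgeR's exact test and DESeq2 together Mapk14 also passed over all genes (larger adjusted p = 0.00696).

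Of the 25 lists not called by camera, 4 still held a gene past the threshold over all genes. These were Mcl1 in the apoptosis list, G6pc in both the gluconeogenesis and the periportal list, and Slc30a10 in the list of metallothioneins and zinc transporters. Adjusted p by camera were 0.208 for apoptosis, 0.550 for gluconeogenesis, 0.890 for periportal genes and 0.556 for metallothioneins. For the others they were 0.328 for cholesterol synthesis, 0.559 for bile acids, 0.890 for haem and iron, 0.709 for the acute phase and for interferon response, 0.780 for ER stress, 0.954 for immediate early genes and 0.550 for male-biased genes. Interferon genes were called lower without A2M replicate 6 (median -0.16, adjusted p = 0.0253), and cholesterol synthesis genes higher without PBS replicate 1 (median 0.06, adjusted p = 0.0499).

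Single libraries stood apart in markers of other cell types. None of the 8 marker lists passed the two-sided exact permutation test on list scores (smallest unadjusted p = 0.286, adjusted p = 0.818, 5 PBS and 6 A2M livers). Camera called the Kupffer cell and macrophage list higher (adjusted p = 0.00222, or adjusted p = 0.798 with an estimated correlation), with all 16 members positive and none past the threshold by either count. Its score was 2.10 in A2M replicate 1, and without that library the adjusted p was 0.278. Neutrophil (0.890), sinusoidal endothelium (0.544), stellate cell (0.550), cholangiocyte (0.550), B cell (0.550), T and NK cell (0.709) and pancreatic acinar (0.890) lists were not called by camera. The T and NK cell list was called higher without the low-count filter (adjusted p = 0.0351). Without PBS replicate 2 the sinusoidal endothelium and stellate cell lists were called higher, with medians of 0.39 and 0.33 on the log2 scale (adjusted p = 0.000241 and 0.000655). The erythroid, adipocyte and cold-inducible lists had 2 tested members each and were not tested as lists.

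PBS replicate 2 differed from the other 10 livers in genes of adrenal gland and fat, looked at after the data were seen. Cyp11a1, the first enzyme of steroid synthesis, was at 176 RPM (counts scaled to an equal library total) in PBS replicate 2 and at 0.116 RPM in the other 10 libraries added up. Chgb, a protein of chromaffin granules, was at 157 against 0.331 RPM, and the fat genes Adipoq and Cfd at 55.2 and 220 against 0.928 and 4.81 RPM. Most of these added-up traces lay in PBS replicate 1. It was at 0.116 RPM for Cyp11a1, 0.26 for Chgb, 0.722 for Adipoq and 4.45 for Cfd. PBS replicate 2 had the highest number of genes with a read, 16834. Without it 7 genes passed the threshold, all among the 27, and 13 lists were called. Without both this library and A2M replicate 1, 10 genes passed, 8 of them among the 27.

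**Figure D4:**
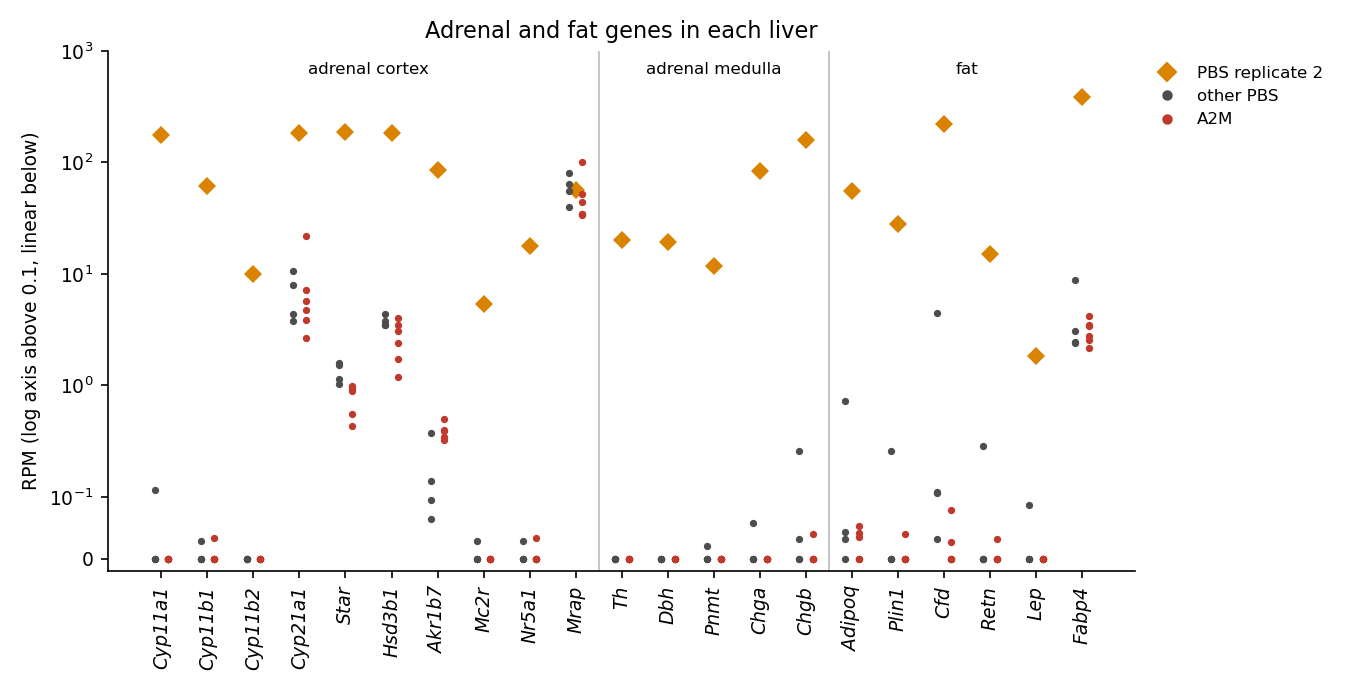
RPM (y axis, logarithmic above 0.1 and linear below) of 10 adrenal cortex, 5 adrenal medulla and 6 fat genes in each library. Diamonds are PBS replicate 2, dots the other 4 PBS and the 6 A2M livers. In PBS replicate 2 all of these genes but Mrap, which every liver expressed, lie above the sum of the other 10 libraries.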

Values the study reported

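For the livers of tumour mice the study reported 189 differentially expressed genes at an FDR under 0.01. Of these, 86 had higher and 103 lower expression after A2M treatment than in controls. By fold change, USP2 was the gene most raised and CDKN1A the one most lowered. The study also scored 388 signalling pathways and reported 189 of them as altered, 104 up and 85 down.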

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

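In 6 of the 142 groups of values examined, 1 library lay far from the others of its group; chance alone gives about 1 group in 20, or 7.1. Usp2 was at 3.58 log2 CPM in A2M replicate 6, against 5.20 in the next lowest A2M liver. A2M replicate 6 also had the highest interferon score, 1.48 against 0.07. A2M replicate 1 had a neutrophil marker score of 2.09, against -0.07 in the next, and the lowest score of male-biased liver genes among A2M livers, -0.79 against -0.08. A2M replicate 5 was lowest for metallothioneins and zinc transporters, -0.71 against 0.10. PBS replicate 1 had the lowest heat shock score among PBS livers, -1.07 against -0.66.

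The tests of order on the clock genes and of the heat shock genes were chosen after those values were seen, that on the clock genes in place of an earlier one on Nr1d1 alone, as were the tests of order without A2M replicate 6; the test of order on genes outside the clock lists and the splits of the libraries were set out before their results were seen. The adrenal and fat genes were chosen after steroid hormone genes had been seen to be high in PBS replicate 2, and before the genes counted in those tests were looked at.

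The clock genes differed between groups, and also between livers of 1 group. Over the 21 clock list members, the order of the sample numbers within each group accounted for 51.6% of the within-group spread. The median reordering of the numbers gave 19.1%, and 1.7% of reorderings gave as much. This share took a separate slope in each group, so opposite directions in the 2 groups both add to it and it shows no common trend. A second test took the 144 genes at an adjusted p under 0.05 outside the clock lists and the genes the study discusses for liver. Of these, 79.9% changed with the sample number within groups in the direction of the group difference, against 49.3% in the median reordering and as much in 1.2% of them. The 51.6% and the 79.9% rest in part on A2M replicate 6, whose number lies below those of all other livers and which may come from another day. Without it they were 50.7%, with as much in 5.6% of reorderings, and 71.5%, with as much in 3.3%. Its clock score of 0.40, above every PBS liver, goes against 1 run of sampling in the order of all numbers, while in number order the scores were -2.10, -1.18, -2.57, -0.35 and -0.08 in PBS replicates 1 to 5 and 1.31, 1.30, 0.94, 1.46 and 0.87 in A2M replicates 1 to 5. Livers taken at other times of day in the 2 groups, a step by the treatment alone and a shift by A2M on top of a time difference cannot be told apart here, because the labels give no times and group and clock score share a squared correlation of 0.73.

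PBS replicate 2 held transcripts of tissue other than liver. Of 5 adrenal cortex genes not looked at before, 4 had a higher RPM there than in the other 10 libraries added up; the exception, Mrap, had a median of 47.9 RPM in those livers. The same held for 5 of 5 adrenal medulla genes and 4 of 4 fat genes, so adrenal gland with its surrounding fat may have been cut off with this liver. Of all 21 genes on the 3 lists, liver expressed 6 above the count filter. No biological explanation was tested; a treatment effect would not be in 1 library of the PBS group alone.

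The heat shock genes were higher in A2M livers than in PBS livers by a median of 0.58 log2 CPM. Without A2M replicates 1 and 5, the pair with the highest scores, the median difference was 0.40. An exact permutation test on the list score gave p = 0.0159 (4 A2M, 5 PBS livers), the smallest p that these group sizes can give. All A2M livers had already been seen above all PBS livers in this score, so that p adds little. The difference that remained argues against those libraries as the only source, though A2M replicate 6 was at -0.46 and the highest PBS liver at -0.56. The score had a positive slope over the sample number within groups, and 7.4% of reorderings gave a slope as high, or 24.6% without A2M replicate 6, so no order by number was shown. A time of day, with its rhythm of body temperature, and the treatment cannot be told apart here, since the labels give no times.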

How the results depend on the processing

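Leaving out PBS 2 and A2M 1 together was chosen after the data were seen. The count of genes was 27 by edgeR's quasi-likelihood test, 284 by DESeq2, 176 by edgeR's exact test and DESeq2 together and 154 at an adjusted p under 0.05, each including all 27; the cause was not tested. With the clock score as a covariate the count was 0, as was that of the 20 genes with the largest changes (0), with larger standard errors and smaller fold changes in the median. The count was 6 to 35 over the 11 fits without 1 library, with fewer samples in each, and 10 without both PBS 2 and A2M 1. Of the 20 genes, 12 passed with library totals only, 5 to 15 without 1 library and 6 without both PBS 2 and A2M 1. The share of higher genes was 37.0% with TMM, 25.0% (5 of 20) with library totals only, 48.6% with DESeq2 and 0% without PBS 1, 2 or 3 or A2M 3. RLE factors, robust dispersion, no filter and a minimum fold change kept counts within 1.5 times. No named gene past the threshold changed sign under any alternative, and 174 of 336 such values were no longer past it. Another 31 named genes were newly past it under at least 1 alternative.

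Of 12 called lists, 0 were called with an estimated correlation and 6 by fry; other settings gave 8 to 14. With the clock score as a covariate the fatty acid synthesis median was -0.32 (adjusted p = 0.443), interferon genes were called higher (0.54) and periportal genes lower (-0.21). That fit also called WNT, cholangiocyte, gluconeogenesis and apoptosis lists (adjusted p = 0.00567, 0.00567, 0.00792 and 0.0405), and no longer the dusk, dawn, p53 and Kupffer cell lists (0.394, 0.384, 0.427 and 0.105). Without PBS 2 and A2M 1 acute-phase genes were called lower (-0.34); the cause was not tested. The clock score difference ran from 2.21 to 2.48 without 1 library (highest p = 0.00952, exact permutation). Each p was the smallest that the remaining group sizes can give. All A2M livers already lay above all PBS livers in this score, so those p add little. The clock score difference was past 0.05 under every alternative, and no marker score was. The correlation between groups was 0.981 over all genes with a count. No paired analysis was possible because the labels give the groups no shared replicate numbers. Depth limits low genes: A2m had 0 to 58 reads per library.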

Other observations

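Single livers differed widely in stress and immune genes. The metallothionein genes Mt1 and Mt2, which bind zinc and copper, averaged 53.9 ± 39.8 and 33.7 ± 15.7 RPKM in PBS livers (SD, n = 5) and 739.2 ± 994.5 and 450.8 ± 661.3 RPKM in A2M livers (SD, n = 6). The A2M mean rested on replicates 1 and 4, at 10.06 and 10.15 log2 CPM for Mt1, while replicate 5 was at 2.45, below every PBS liver; edgeR gave adjusted p of 0.130 for Mt1 and 0.119 for Mt2. The log2 fold change was 3.82 for Mt1, or 3.17 without A2M replicate 4, and 3.77 for Mt2, or 2.61 without A2M replicate 1. Cxcl9, a chemokine induced by interferon gamma, was at 6.89 log2 CPM in A2M replicate 6 and 4.36 in replicate 1, and at 2.34 or lower in the other livers. The scavenger receptor gene Marco was at 4.45 in A2M replicate 6 and 4.67 in replicate 1.

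The cold-inducible RNA-binding genes Cirbp and Rbm3 were below the size needed for a list test. Cirbp was at 10.8 ± 2.83 RPKM in PBS (SD, n = 5) and 5.71 ± 2.38 RPKM in A2M livers (SD, n = 6), with a log2 fold change of -0.89 and an edgeR adjusted p = 0.117, or 0.00820 when adjusted over the list alone. Rbm3 had a log2 fold change of -0.48 and an edgeR adjusted p = 0.358, or 0.0553 when adjusted over the list alone. The gluconeogenesis and fasting list, not called by camera (adjusted p = 0.550), had 8 members with a positive and 10 with a negative fold change. Of its members Pfkfb1 had a log2 fold change of 0.68 (edgeR adjusted p = 0.0981), Fbp1 of 0.39 (0.105) and Fgf21 of -2.09 (0.121). Pdk4, of the PPAR-alpha list, had one of -3.27 (adjusted p = 0.0567), and PBS replicate 2 had the highest Pdk4, at 6.43 log2 CPM. Without that library Pdk4 had a log2 fold change of -1.65 (adjusted p = 0.0868). Adrb3 had a log2 fold change of -0.96 (adjusted p = 0.0256), Sox9 of -0.95 (0.0896) and Spp1 of -1.56 (0.133), or -0.71 (0.336) without PBS replicate 1.

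Of 100 splits of the 11 libraries drawn from all 462, the real one included, only the real split gave 27 genes, and the highest of the others gave 1. Each of the other splits put PBS and A2M livers on the same side, which can raise the spread within a side and lower its count. A number of genes as high was thus rare among the splits drawn, but they cannot exclude chance. In the number of called lists the real split did not stand out: it gave 12, another gave 19, and 29 of the 100 splits gave 12 or more. List by list, a camera p as small as the real one came up in 1 of the 100 splits for each clock list, in 3 for heat shock proteins, 5 for p53 targets, 7 for female-biased genes, 8 for xenobiotic metabolism, 10 for the cell cycle and 12 for glucocorticoid-responsive genes. It came up in 23 for PPAR-alpha targets, 32 for fatty acid synthesis, 34 for pericentral genes and 49 for the Kupffer cell and macrophage list.

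Of the lists not called, 7 had a median, a mean and a test that differed in sign, among them cholangiocyte, neutrophil, periportal and interferon genes.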
